A study of Homo sapiens with 12 samples.

How the data were processed

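Total RNA of 2 triple-negative breast cancer cell lines was sequenced with and without depletion of PACT, the protein encoded by PRKRA, by CRISPR-Cas9. Each of the 4 groups had 3 libraries, 12 in all, and none was left out. In HCC1806 the control guide was sgC1, in MDA-MB-468 it was sgNTA, and the guide against PRKRA was sgPACT-2 in both lines. Per the labels, the RNA was treated with DNase and depleted of rRNA before library construction with a NEBNext Ultra II RNA kit. The deposited table holds raw counts of reads per Ensembl gene, 1 column per library, without normalization; the values are whole numbers and the column totals differ between libraries. The aligner, the counting tool, its strand setting, the genome build and the annotation release were not stated in the labels. Gene names were those of the deposited table. Gene types, coordinates and overlaps were taken from GENCODE 29 (GRCh38) by Ensembl ID, which matched 56898 of the 57500 genes of the table. The genes with no name held 0.0284% of the counts. Antisense genes, pseudogenes and near-identical gene copies are reported as uncertain. Because the strand setting is unknown, the counts of many other named genes, EIF2AK2, IL32 and CAV1 among them, may include reads of a gene that they overlap; the text does not mark each of these.

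The main tests were run with edgeR 4.0.16 in R 4.3.3. A gene was tested if it passed filterByExpr with default settings on the 4 groups, which left 27029 of the 44375 genes with at least 1 count. Library sizes were scaled by TMM. One quasi-likelihood model (glmQLFit and glmQLFTest, two-sided) was fitted to all 12 libraries with 1 coefficient per group, so that both lines shared 1 estimate of the spread. Its biological coefficient of variation was 0.171. The contrasts taken from it were PACT-depleted against control guide in HCC1806, the same in MDA-MB-468, and the difference between these effects (MDA-MB-468 minus HCC1806), called the interaction. P-values were adjusted by Benjamini-Hochberg over all genes tested, and a gene counted as changed when its adjusted p-value was under 0.05. Counts-per-million values (CPM) are TMM-scaled and given as mean ± SD over 3 libraries. Fold changes are log2 values from the model. Their standard errors (SE) were derived from the test, as the absolute log2 fold change over the square root of the F statistic. A group whose libraries all had at most 3 counts was taken to be at the floor, and a fold against it is given as a lower bound. This floor covers counting error only.

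The 7 gene lists (integrated stress response, NF-kappaB targets, interferon-stimulated genes, ER chaperones, p53 targets, proliferation and immediate early genes) were tested with camera in limma 3.58.1. The test used log2 CPM (prior count 2) and a preset inter-gene correlation of 0.01. It was two-sided and adjusted over the 14 tests of 7 lists in 2 lines; the 7 interaction tests were adjusted separately. The lists, the tests, the thresholds, most of the alternative settings and the rule for naming genes were fixed before the data were examined. The rule named PRKRA and EIF2AK2. For each line it added the 5 genes that rose most and the 5 that fell most among changed genes with a mean of at least 50 counts in the higher group and CPM of the 3 control and 3 depleted libraries that did not overlap. It also considered the shared genes that met its conditions, 16 rising and 0 falling. Of these it named the 5 with the largest smaller fold change in each direction. For the interaction it named the 5 largest differences in each direction, and of each list the 3 members with the smallest adjusted p-value in each line. The result of 1 gene named by this rule is not reported. A list of 25 NRF2 target genes was written after 4 such genes had been seen to fall in HCC1806, and without those 4 genes.

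Alternatives tried were DESeq2 1.42.0 with its own size factors, RLE size factors in edgeR, library size only, no filter on low counts, and a filter at a mean of 50 counts. Further ones were each cell line fitted alone, the replicate number as a block, an adjusted p-value under 0.01, an absolute log2 fold change of at least 1, a prior count of 0.5, camera with an estimated correlation, fry, and leaving out each library in turn. Those added after seeing the data were removal of GC and length trends of each library by lowess (span 0.3, with values for 99.3% of tested genes), the same with the replicate block, and protein-coding genes only. The model was also refitted to regrouped libraries within each line. Python 3.11.15 and matplotlib 3.10.9 drew the figures.

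The steps were tested on simulated data with 200 changed genes per line, real library sizes and group means. With 1 spread for both lines, the model recovered 93% of the changed genes in HCC1806 and 90% in MDA-MB-468, with 6.06% and 4.26% of calls false. When each line was given its own spread, as fitted alone, 28.7% of 261 calls in HCC1806 and 6.22% of 193 in MDA-MB-468 were false. Fitting each line alone to these data gave 8.67% and 4.19% false calls. With no changed gene, 4 and 0 genes were called in 1 model and 1 and 0 in the lines alone. A simulated GC trend in HCC1806 gave 4071 calls, and 189 after the GC and length correction. A simulated list shifted by 0.50 passed in both lines under camera, the estimated correlation and fry, while an unshifted list passed under none of them. The simulated genes were drawn independently of each other. The simulation therefore cannot show how the list tests behave when the genes of a list are correlated.

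Library totals were 18640633 to 24704877 counts in HCC1806 and 34581754 to 44790741 in MDA-MB-468. Precision was set by the spread between libraries rather than by the totals, except for genes near the floor, which depth limits.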

Results

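HCC1806 and MDA-MB-468 are established cell lines from triple-negative breast cancers, tumours without estrogen receptor, progesterone receptor and HER2 amplification. PACT, encoded by PRKRA, is a double-stranded RNA binding protein. PKR, encoded by EIF2AK2, is a kinase that is activated by double-stranded RNA and phosphorylates eIF2alpha, which starts the integrated stress response. The series title concerns suppression of PKR by PACT and PACT as a therapeutic target, and the comparisons ask what its depletion did to the transcriptome of each line. The 12 libraries formed 4 groups of 3: a control guide and the PRKRA guide sgPACT-2 in each line. Control and depleted libraries of HCC1806 held 23854969, 20231734 and 22188049 counts, and 18640633, 20109414 and 24704877 counts, for replicates 1 to 3. Those of MDA-MB-468 held 40923286, 36622064 and 44790741, and 39487691, 34581754 and 35585617. Mitochondrial genes took 11.6% to 15.0% of counts in HCC1806 and 6.31% to 8.90% in MDA-MB-468. The lines differed in the spread between replicates: fitted alone, the biological coefficient of variation was 0.204 in HCC1806 and 0.0936 in MDA-MB-468. The first principal component of the HCC1806 libraries (30.3% of variance) was led by PACT-depleted replicate 1, and the next one (25.8%) had the 3 control libraries on one side and the 3 depleted libraries on the other. The control guides differed between the lines, so line and control guide cannot be separated.

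The first comparison asked whether the transcript of the targeted gene changed. PRKRA (ENSG00000180228, GRCh38 chromosome 2, 178431414 to 178451512, minus strand) fell in HCC1806 from 77.8 ± 5.30 to 36.9 ± 0.774 CPM (counts-per-million after TMM scaling; SD, n = 3 each). The CPM were 78.6, 82.6 and 72.1 in the control libraries and 37.5, 36.1 and 37.3 in the depleted ones. Its log2 fold change was -1.07 (SE 0.10, adjusted p-value 1.7e-05), and -0.95 with library size only, the alternative that moved it most. In MDA-MB-468 PRKRA measured 44.7 ± 3.12 CPM in controls and 38.8 ± 3.09 in depleted libraries (SD, n = 3 each). The single values were 41.1, 45.9 and 46.9 against 39.2, 35.5 and 41.6. The change of -0.20 (SE 0.10, adjusted p-value 0.958) did not pass, and the 2 groups overlapped. The interaction was 0.87 (SE 0.14, adjusted p-value 0.0198); it no longer passed in 7 of the 12 fits that each left out 1 library, where its adjusted p-value reached 0.0931. An indel made by Cas9 need not lower the transcript, and protein was not analysed here, so that PACT was depleted in MDA-MB-468 is taken from the labels alone. PRKRA overlaps AC009948.1 and PJVK on the other strand, so reads of these genes may be included. EIF2AK2 (ENSG00000055332, chromosome 2, 37099210 to 37157065) went from 223.6 ± 25.6 to 170.5 ± 15.2 CPM in HCC1806, a log2 fold change of -0.39 (SE 0.11, adjusted p-value 0.0664) that did not pass. It passed with DESeq2 (0.0109) and with the replicate number as a block (0.0194), but not with HCC1806 alone (0.303). Whether EIF2AK2 fell in this line thus depended on the model. In the fits that left out 1 library, its adjusted p-value in HCC1806 ranged from 0.0313 to 0.205 and was under the threshold in 2 of 12. In MDA-MB-468 EIF2AK2 showed no detectable change (173.5 ± 6.51 and 173.1 ± 14.6 CPM, log2 fold change -0.0032, SE 0.11).

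**Figure D1:**
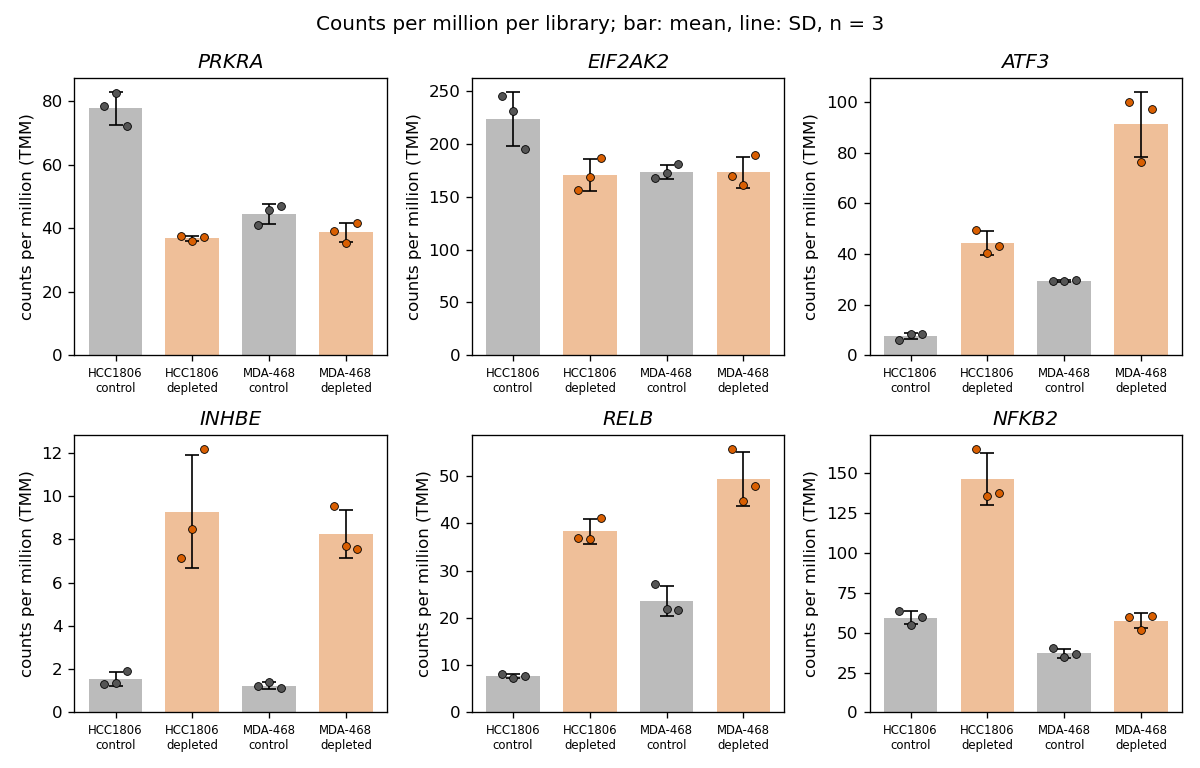
TMM-scaled CPM of 6 genes in each library (points), with the group mean (bar) and SD (line) of 3 libraries. PRKRA fell from 77.8 to 36.9 CPM in HCC1806 and measured 44.7 and 38.8 CPM in MDA-MB-468, while ATF3 and INHBE were higher with the PRKRA guide in both lines.

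Genes around PRKRA were lower as well in HCC1806. Among the 110 other genes that start between 170 and 200 Mb on chromosome 2 with a mean of at least 50 counts, the median log2 fold change was -0.30 (quartiles -0.45 and -0.05). It was -0.06 over the rest of chromosome 2 and -0.02 over the other chromosomes. In this segment 79.1% of the genes had negative values, against 53.8% on the other chromosomes, and 17 fell past the threshold while 0 rose. The medians of depleted replicates 1 to 3 against the control mean were -0.29, -0.31 and -0.22. In MDA-MB-468 the median of 92 genes of the segment was 0.04. The limits of the segment were chosen after medians of 10 Mb bins had been seen.

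**Figure D2:**
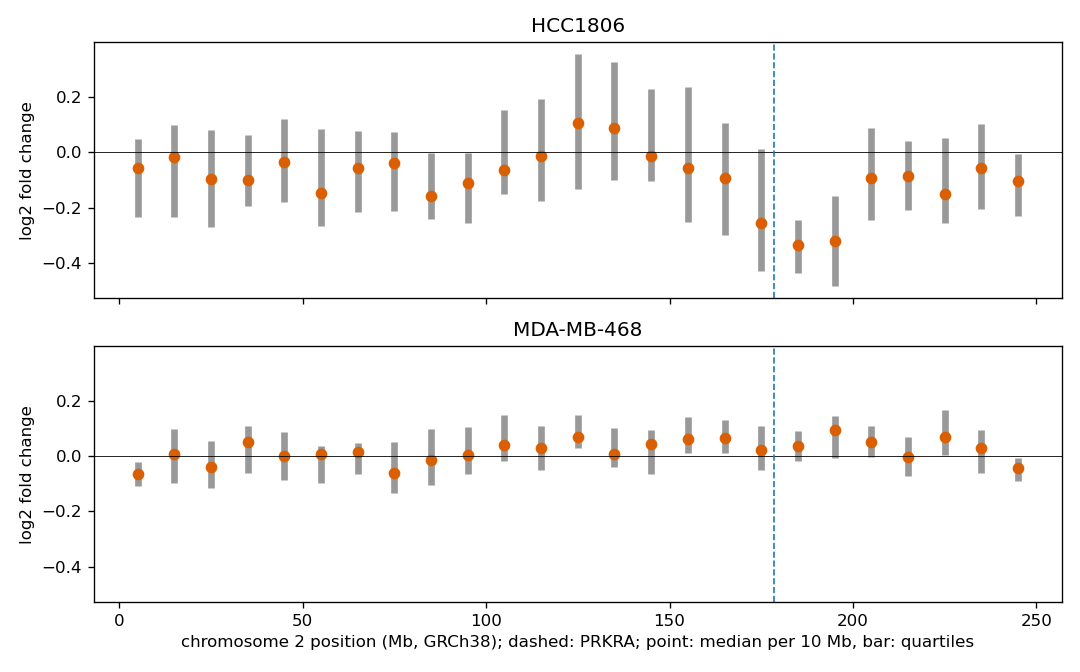
Median log2 fold change (points) and quartiles (bars) of genes in 10 Mb bins along chromosome 2 (GRCh38, Mb), PACT-depleted against control guide, in HCC1806 and MDA-MB-468; the dashed line marks PRKRA. The 3 bins between 170 and 200 Mb had medians of -0.25, -0.34 and -0.32 in HCC1806 and 0.02, 0.04 and 0.09 in MDA-MB-468.

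The second comparison asked which genes differed between depleted and control libraries of HCC1806. In the model of all 12 libraries 672 of 27029 genes changed, 314 up and 358 down; without an adjustment 3909 had a p-value under 0.05. An absolute log2 fold change of at least 1 was reached by 174 of them, 163 up and 11 down. This count depended on the spread used. With HCC1806 fitted alone, the alternative that moved it most as a ratio, 74 genes passed (65 up, 9 down), all of them among the 672. The highest count among the alternatives was 2320, with the replicate block and GC and length correction. In simulated data with the spread of each line, 28.7% of the calls of the shared model in HCC1806 were false, against 8.67% with the line alone, so in HCC1806 an adjusted p-value of the shared model understated the share of false calls. The count was 301 without control replicate 1 and 1792 without PACT-depleted replicate 1. Of the 33 named HCC1806 genes past the threshold in the shared model, 19 also passed with the line alone. The genes that rose (median 1.03) included 57 with a mean under 50 counts, and those that fell had a median of -0.53.

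Of the 314 genes that rose, 253 met the conditions of the naming rule, and so did 354 of the 358 that fell; by chance 10% of gene comparisons of 3 against 3 libraries do not overlap. Among those 253 the largest rise was in AC139493.2 (ENSG00000283235, chromosome 5), 0.140 ± 0.129 to 2.78 ± 0.946 CPM, which overlaps AC139491.2 on the same strand and is uncertain. TNFRSF9 (ENSG00000049249, chromosome 1, 7915894 to 7943165) rose from 1.07 ± 0.433 to 11.7 ± 1.92 CPM, a log2 fold change of 3.45 (SE 0.31, adjusted p-value 2.4e-05, and 7.3e-04 with the line alone). TNF rose by 3.08 and IL32 by 3.05; alone, IL32 passed (adjusted p-value 0.00183) and TNF did not (0.0683). Without control replicate 1 TNF rose by 2.90 with an adjusted p-value of 0.0540; without depleted replicate 1 it rose by 2.56 and passed. Among the genes that fell, RTN4RL1 (ENSG00000185924, chromosome 17, 1934677 to 2025345) went from 4.87 ± 0.715 to 1.78 ± 0.242 CPM, a log2 fold change of -1.44 (SE 0.23, adjusted p-value 0.00301, alone 0.0439). INPP5D (-1.48), FAM72C (-1.13) and CAVIN2 (-1.11) passed in the shared model and not with HCC1806 alone, where their adjusted p-values were 0.154, 0.168 and 0.0726. They also lost the threshold in 3, 9 and 4 of the 12 fits that each left out 1 library. FAM72C belongs to a family of near-identical copies and is uncertain, and CAVIN2 starts at 191834302 on chromosome 2, within the segment that was lower in HCC1806. PRKRA, with -1.07, completed the 5 that fell most among those 354.

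The third comparison asked the same of MDA-MB-468. In the shared model 46 genes changed, 46 up and 0 down; without adjustment 1424 had a p-value under 0.05, 874 up and 550 down. With MDA-MB-468 fitted alone, the alternative that moved the count most, 323 genes passed, 259 up and 64 down, and 42 of the 46 were among them. The order of the lines by number of changed genes was therefore reversed when each was fitted with its own spread. Without MDA-MB-468 depleted replicate 3 the count was 19, and without HCC1806 depleted replicate 1 it was 98. Of the 46 genes, 40 met the conditions of the naming rule. IL6 (ENSG00000136244, chromosome 7, 22725884 to 22732002) rose most among those 40, from 0.145 ± 0.0966 to 4.31 ± 1.47 CPM, a log2 fold change of 4.84 (SE 0.56, adjusted p-value 4.1e-04). AC107959.3, an antisense gene on chromosome 8, rose by 3.74 and ROCK1P1, a pseudogene copy of ROCK1 on chromosome 18, by 2.76; both are uncertain. INHBE rose by 2.73 and BACH2 by 2.62 (SE 0.46, adjusted p-value 0.0216). Each of these 5 genes passed with the line alone; BACH2 lost the threshold in 4 of the 12 fits that left out 1 library, with an adjusted p-value of up to 0.208.

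The next comparison asked which changes the lines shared. In the shared model 17 genes changed in both lines, 17 up and 0 down, against 1.14 if the lists were independent, and 0 changed in opposite directions. Fitted alone the lines shared 23 genes, 12 of them among the 17. The count was 8 without MDA-MB-468 control replicate 3 and 38 without HCC1806 depleted replicate 1. INHBE (ENSG00000139269, chromosome 12, 57452323 to 57459280) went from 1.53 ± 0.328 to 9.28 ± 2.61 CPM in HCC1806 (log2 fold change 2.60, SE 0.24, adjusted p-value 1.5e-05) and from 1.24 ± 0.143 to 8.24 ± 1.11 in MDA-MB-468 (2.73, SE 0.24, 1.9e-05). ATF3 (ENSG00000162772, chromosome 1, 212565334 to 212620777) went from 7.57 ± 1.25 to 44.4 ± 4.71 CPM (2.55, SE 0.14, 3.2e-08) and from 29.5 ± 0.350 to 91.2 ± 12.9 CPM (1.63, SE 0.13, 7.9e-06). TNFAIP3 rose by 1.90 and 1.54; in MDA-MB-468 it lost the threshold in 6 of the 12 fits without 1 library, with an adjusted p-value of up to 0.208. AC107959.3 rose by 2.75 in HCC1806 and ROCK1P1 by 1.93, the latter with an adjusted p-value of 0.0566 when HCC1806 was fitted alone. Of the HCC1806 genes that rose, 67.8% had positive values in MDA-MB-468, and 78.8% of those that fell had negative ones; their median changes there were 0.12 and -0.07. Across genes, which are not independent replicates, the fold changes of the lines had a Pearson r of 0.0541 and a Spearman rho of 0.0880 over all tested genes. Over the 12993 genes with a mean of at least 50 counts in both lines they were 0.280 and 0.230. Over the alternatives r ranged from 0.0143 (no filter) to 0.154 (each line alone).

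**Figure D3:**
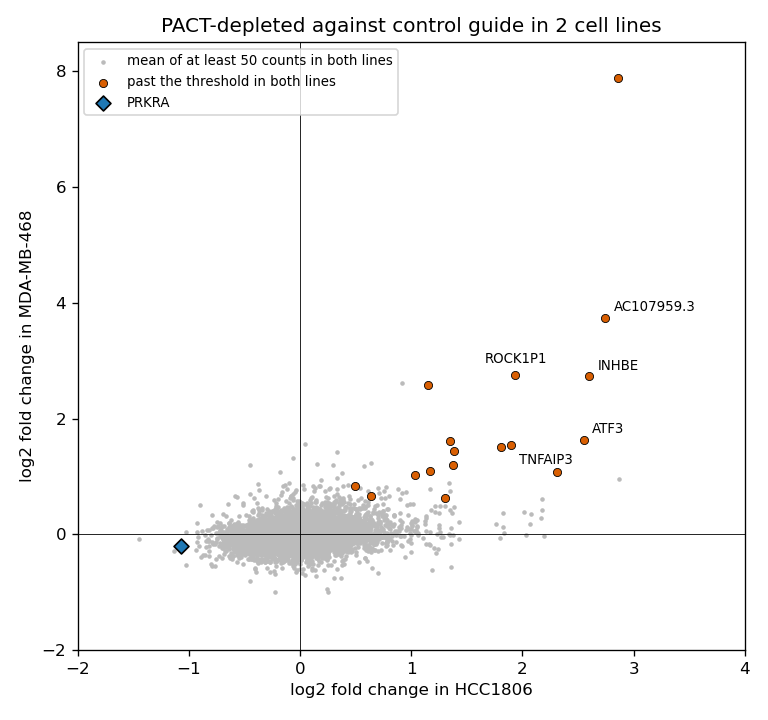
Log2 fold change after PACT depletion in HCC1806 (x axis) and MDA-MB-468 (y axis) for genes with a mean of at least 50 counts in both lines (grey), the 17 genes past the threshold in both lines (orange) and PRKRA (blue). All 17 lie in the upper right; the highest, SPX, had 0 counts in the MDA-MB-468 controls, so its fitted value there is no bound.

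The interaction asked which genes responded differently in the lines. In the shared model 33 genes passed, 6 with a higher and 27 with a lower change in MDA-MB-468; 2269 had an unadjusted p-value under 0.05. The count was 9 without MDA-MB-468 depleted replicate 1 and 168 without HCC1806 depleted replicate 1, and it was 275 with no filter. It could not be computed with each line alone, since the contrast needs both. HKDC1 (1.96, adjusted p-value 0.0343), HOXB9 (1.91, 0.0343), GDF15 (1.52, 0.0362), CAV1 (0.89, 0.0362) and PRKRA (0.87, 0.0198) had the highest differences. CAV1 fell in HCC1806 from 661.6 ± 67.4 to 396.7 ± 47.6 CPM and measured 73.4 ± 4.15 and 81.6 ± 8.31 in MDA-MB-468. HOXB9, which overlaps HOXB7 on the same strand and is uncertain, rose from 0.201 ± 0.0952 to 1.12 ± 0.0675 CPM in MDA-MB-468. HKDC1, HOXB9 and GDF15 had low mean counts in MDA-MB-468 controls (16, 7.33 and 54.3), against 929, 242 and 1758 in HCC1806 controls. The lowest differences came from genes near the floor in HCC1806 controls. SLC5A1 and ZNF300 had at most 3 counts in each of these and were at least 5.28-fold and 6.62-fold higher after depletion. In MDA-MB-468, where they measured 17.4 ± 1.61 and 11.3 ± 1.30 CPM in controls, they changed by -0.19 and -0.17. AC139493.2 (-4.90, adjusted p-value 0.0198), AC093001.1 (-3.39, 0.0151) and FCGBP (-3.02, 0.0401) followed. The first overlaps another gene, the next is antisense, and both are uncertain. FCGBP had a mean of 1.67 counts in HCC1806 controls. Its difference was -4.55 without HCC1806 control replicate 3 and -2.42 without control replicate 1. ZNF300 (adjusted p-value 0.00674), which overlaps IRGM on the other strand, passed in each of the 12 fits that left out 1 library. The other named genes lost the threshold in between 4 (AC093001.1) and 11 (SLC5A1) of them.

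Tests of 7 gene lists asked which pathways moved as sets. The integrated stress response list (29 genes, ATF4 targets downstream of eIF2alpha phosphorylation) rose in HCC1806 with a median log2 fold change of 0.37 (camera adjusted p-value 2.7e-12, 23 of 29 genes up) and in MDA-MB-468 with 0.21 (7.6e-20, 27 of 29 up). Of its genes 11 rose and 1 fell past the threshold over all genes in HCC1806, 16 and 1 adjusted over the list alone; in MDA-MB-468 5 and 0 did, 12 and 0 adjusted over the list alone. The alternative that moved these calls most was the estimated correlation, with adjusted p-values of 0.0380 and 0.0229. ATF3, INHBE and PPP1R15A led the list in MDA-MB-468, and ATF3, PPP1R15A and SESN2 in HCC1806. PPP1R15A rose by 1.37 (SE 0.12) and 1.20 (SE 0.12), and SESN2 by 1.21 and 0.49, the latter not past the threshold in the shared model (adjusted p-value 0.0848). The NF-kappaB target list (25 of 26 genes tested) rose with a median of 1.02 in HCC1806 (1.8e-19, 24 up) and 0.29 in MDA-MB-468 (9.4e-11, 22 up). Past the threshold were 13 genes in HCC1806, 22 adjusted over the list alone, and 4 in MDA-MB-468, 6 adjusted over the list alone. With floor genes at their bound and genes at the floor in both groups left out, the median in MDA-MB-468 was 0.34. Without MDA-MB-468 control replicate 1 it was 0.48. RELB (ENSG00000104856, chromosome 19, 45001430 to 45038198) rose from 7.70 ± 0.396 to 38.3 ± 2.56 CPM in HCC1806 (2.31, SE 0.13, adjusted p-value 3.2e-08) and from 23.6 ± 3.13 to 49.4 ± 5.73 in MDA-MB-468 (1.07, SE 0.12, 4.0e-04). NFKB2 rose by 1.30 and 0.63, the latter past the threshold in 7 of the 12 fits without 1 library. BIRC3 rose by 2.18 in HCC1806, where it passed with the line alone too. The interaction passed for RELB (-1.24, adjusted p-value 0.00674) and BIRC3 (-1.56, 0.00169).

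The p53 target list rose in HCC1806 (median 0.40, adjusted p-value 0.00214, 13 of 19 genes up; 3 past the threshold, 8 up and 1 down adjusted over the list alone) and not in MDA-MB-468 (-0.01, 0.576; 1 gene past, 2 adjusted over the list alone). Without HCC1806 depleted replicate 1 the HCC1806 median was 0.20 and still passed. BBC3 (1.43), CDKN1A (1.00) and GADD45A (1.17) led it in HCC1806, of which BBC3 passed with the line alone; GADD45A rose by 1.10 in MDA-MB-468, past the threshold in 7 of the 12 fits without 1 library. TNFRSF10B (0.41) and BTG2 (-0.52) did not pass there in the shared model, and TNFRSF10B did with the line alone (adjusted p-value 0.00131). The proliferation list fell in HCC1806 (median -0.39, adjusted p-value 7.0e-13, 28 of 30 genes down; 11 past the threshold, 22 adjusted over the list alone). In MDA-MB-468 its median was -0.06 (0.105, 25 of 30 down; 0 past the threshold and 0 adjusted over the list alone), and -0.12 without depleted replicate 1 (adjusted p-value 0.00391). CCNB2 (-0.56), TOP2A (-0.53) and BUB1B (-0.56, overlapping BUB1B-PAK6 on the same strand) led it in HCC1806 and did not pass with that line alone. UBE2C, PCNA and FOXM1, which led it in MDA-MB-468, changed there by -0.19, -0.10 and -0.13. The immediate early gene list rose in HCC1806 (median 0.76, and 0.71 with a floor gene at its bound; adjusted p-value 2.9e-09, 18 of 20 up; 6 past the threshold, 11 adjusted over the list alone). In MDA-MB-468 its median was 0.08 (0.00425, 12 of 20 up; 1 past the threshold, 3 adjusted over the list alone), and 0.01 without depleted replicate 1 (adjusted p-value 0.0903). ATF3, which is also on the integrated stress response list, led it in both lines and was the 1 gene past the threshold in MDA-MB-468. KLF4 rose by 1.35 in HCC1806 and 0.76 in MDA-MB-468, KLF2 by 1.23 in HCC1806 and DUSP1 by 0.73 in MDA-MB-468. KLF4 and DUSP1 passed in MDA-MB-468 with the line alone (adjusted p-values 1.1e-04 and 5.1e-04) and not in the shared model.

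The interferon-stimulated gene list had a median of 0.08 in HCC1806 (adjusted p-value 0.0295, 19 of 33 up; 4 past the threshold, 5 adjusted over the list alone). Without depleted replicate 3 it was -0.02 (adjusted p-value 0.696). DDX58 (0.77, SE 0.13, adjusted p-value 0.00408), OASL (2.11) and RSAD2 (2.03) led it; RSAD2, which overlaps CMPK2, did not pass with HCC1806 alone. In MDA-MB-468 the median was -0.03 (0.535), 0.02 with library size only, and 0 genes passed, also adjusted over the list alone; IFIT1 (-0.50), BST2 (-0.36) and IFIH1 (0.21) had the smallest p-values. The ER chaperone list did not pass in either line. Its median was -0.08 in HCC1806 (0.215, 11 of 18 down; 1 up and 1 down past the threshold, 1 up and 4 down adjusted over the list alone), 0.04 with library size only, and -0.28 without depleted replicate 1 (adjusted p-value 0.00176). In MDA-MB-468 it was -0.01 (0.696), 0.04 with library size only, and 0 genes passed, also adjusted over the list alone. HSP90B1 fell by 0.47 and DNAJB9 rose by 0.50 in HCC1806, neither past the threshold with the line alone. They lost the threshold in 6 and 11 of the 12 fits that left out 1 library. PDIA6 fell by 0.48 in HCC1806 (adjusted p-value 0.0584). Its adjusted p-value was 0.0176 with DESeq2, 0.00141 with the replicate block and 0.294 with the line alone. It passed in 1 of the 12 fits that left out 1 library. DNAJB9 (0.31), SYVN1 (-0.10) and HERPUD1 (0.11) did not pass in MDA-MB-468. With library size only the median of all genes in HCC1806 moved from 0.01 to 0.13, so the directions of small medians in that line are relative to the scaling.

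Of the 9 list results past the threshold under camera in the 2 lines, the integrated stress response and NF-kappaB lists in both lines and the p53 list in HCC1806 also passed under fry and under an estimated correlation. The proliferation and immediate early gene lists in HCC1806 passed under fry (adjusted p-values 0.0173 and 0.00893) and not under an estimated correlation (0.170 and 0.141). The interferon-stimulated list in HCC1806 and the immediate early list in MDA-MB-468 passed under neither. The lists differed between the lines under camera for NF-kappaB (median difference -0.47, adjusted p-value 2.2e-07), interferon-stimulated (-0.13, 0.0121), p53 (-0.23, 0.0121), proliferation (0.33, 7.3e-08) and immediate early genes (-0.59, 4.0e-05). For the integrated stress response list (-0.11, 0.204) and the ER chaperone list (0.11, 0.179) no difference passed. Members of the integrated stress response list went both ways. Adjusted over the list alone, 5 had a higher and 7 a lower change in MDA-MB-468. Adjusted over all genes, 1 and 1 did. The result for this list as a set does not mean that its members responded alike. Under fry the NF-kappaB and p53 differences passed (0.0126 each), and under an estimated correlation 0 of 7 did.

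**Figure D4:**
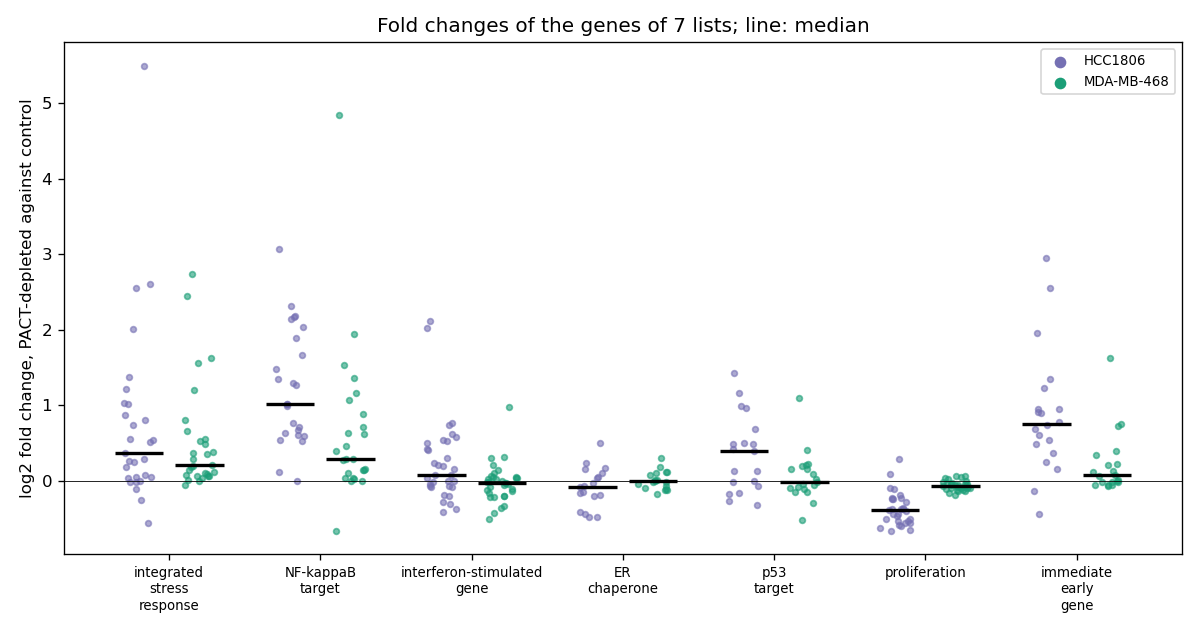
Log2 fold change of each member of the 7 gene lists in HCC1806 (purple) and MDA-MB-468 (green), with the median as a black line. Medians of the integrated stress response list were 0.37 and 0.21 and those of the NF-kappaB list 1.02 and 0.29; small medians near 0 changed sign with the scaling for the ER chaperone list in both lines and for the interferon-stimulated and p53 lists in MDA-MB-468.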

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

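The tests of the control guides and of the depth behind PRKRA in MDA-MB-468 were chosen only after the results were seen. So was the use of chromosome 2 windows. The limits used to judge the chromosome 2 and depth tests were also set then. The scaling tests were set out beforehand. The removal of GC and length trends was added after the data had been seen.

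The results in this part drew attention because the effect of PACT depletion differed between the cell lines by an interaction test. In the shared model 33 genes had such a difference. Of the 200 ways to regroup the libraries within both lines 100 were drawn, and 8 of the 100, the real one included, gave at least as many genes. The other 7 all kept the real grouping of HCC1806 and regrouped MDA-MB-468, with up to 90 genes, while the 88 drawn groupings that broke up HCC1806 gave at most 24. A change in HCC1806 set against mixed MDA-MB-468 libraries gives a difference by construction, so this test does not settle whether the count arose by chance. The GC and length trends of the libraries are argued against as the whole cause: with these trends removed and a replicate block, 10 of the 10 named genes and 33 of the 33 genes kept sign and threshold, and 32 did with the correction alone. The fit with the block gave more calls in all, so keeping the threshold there is a weak hurdle. Whether the control guides are the cause cannot be told apart from the line, since 0 cell lines had more than 1 control guide. A difference in biology between the lines also stays open and was not tested.

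PRKRA itself differed (0.87, adjusted p-value 0.0198; from 0.00472 to 0.0931 when 1 library was left out). Another scaling as the cause is argued against by the fold change in HCC1806 of -0.95 under the scaling that brought it nearest to 0. Too few counts in MDA-MB-468 are argued against by mean PRKRA counts of 1622 in controls and 1302 in depleted libraries there. The SE of 0.101 there, no larger than in HCC1806, rests on the spread shared by the lines and adds little. Loss of the chromosome beyond the Cas9 cut as the whole cause is argued against by a median of -0.14 over the 289 genes distal to PRKRA, far from the -1.07 of PRKRA. The genes close to it fell by more, and that part is taken up under the other observations. The control guides remain open for the reason given, with 0 lines that had both. How far the guide edited PRKRA in each line was not analysed here, so different editing stays an untested candidate explanation beside the -0.95 and -0.14 above.

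Of the other named genes, HKDC1 (difference 1.96, adjusted p-value 0.0343), HOXB9 (1.91, 0.0343), GDF15 (1.52, 0.0362) and CAV1 (0.89, 0.0362) had higher changes in MDA-MB-468. HKDC1, HOXB9 and GDF15 had low mean counts in MDA-MB-468 controls (16, 7.33 and 54.3), against 929, 242 and 1758 in HCC1806 controls. Their differences compare ratios over unequal baselines, not amounts of transcript. In CPM, HOXB9 rose from 10.4 to 15.1 in HCC1806 and from 0.201 to 1.12 in MDA-MB-468. In HCC1806 the log2 fold changes of GDF15 (0.048) and HKDC1 (-0.41) did not pass. CAV1 fell in 3 of 3 depleted HCC1806 libraries, and the other 3 genes rose in 3 of 3 depleted MDA-MB-468 libraries, in each case outside the range of the controls. These calls were fragile: left-out libraries removed the threshold for HKDC1 in 8, HOXB9 in 9, GDF15 in 7 and CAV1 in 8 of 12 fits, with adjusted p-values of up to 0.149, 0.165, 0.165 and 0.166. SLC5A1 (0.0343), AC139493.2 (0.0198), ZNF300 (0.00674), AC093001.1 (0.0151) and FCGBP (0.0401) rose in HCC1806, where controls had few counts, and did not pass in MDA-MB-468. There AC139493.2 changed by -0.65 (SE 0.54), which adds to its difference, and the others by -0.19 to -0.16. SLC5A1 rested on depleted replicates 2 and 3 of HCC1806, with 24 and 27 counts against 2 in replicate 1, and lost the threshold in 11 of 12 fits (up to 0.132); FCGBP did in 10 (up to 0.142). ZNF300 kept it in all 12, with an adjusted p-value of at most 0.0424. All 10 named genes but SLC5A1 and FCGBP overlap other genes, and the strand of counting is unknown, so reads of their neighbours may contribute; that the 10 genes were kept by the GC correction does not address this.

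Among the lists, the differences were in NF-kappaB targets (-0.47, 2.2e-07), interferon-stimulated genes (-0.13, 0.0121), p53 targets (-0.23, 0.0121), proliferation genes (0.33, 7.3e-08) and immediate early genes (-0.59, 4.0e-05). In each the HCC1806 median lay further from 0 than the MDA-MB-468 median. Under fry the NF-kappaB and p53 differences passed, and under an estimated correlation 0 of 7 did, with 0.0748 as the smallest adjusted p-value. The 2 control guides, with 0 lines that had both, cannot be told apart from the lines here either. Which property of the lines sets these differences was not tested.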

How the results depend on the processing

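The number of changed genes in each line depended most on the spread. With each cell line alone, 74 genes changed in HCC1806 (all among the 672) and 323 in MDA-MB-468 (42 of the 46 among them), and r between the lines was 0.154. The simulations with unequal spread, where 28.7% of shared-model calls in HCC1806 were false and 8.67% with the line alone, show 1 cause; the filter also tested fewer genes (23485 and 21404). In that setting 14 of 59 named results became weaker, 3 stronger and 1 reversed: EIF2AK2 in MDA-MB-468, with 0.012. The ER chaperone and p53 medians in MDA-MB-468 also changed sign, to 0.0056 and 0.0022.

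With DESeq2 the counts were 1233, 108, 35 shared and 177 for the interaction; 632 of the 672 and all 46, 17 and 33 were among them. With no filter they were 1351, 143, 43 and 275, with 656 of the 672 and all of the others kept, and r was 0.0143. With a mean of at least 50 counts r was 0.128, and with protein-coding genes only 0.101; both test fewer genes. The causes of the other changes were not tested. An adjusted p-value under 0.01 left 160, 22, 9 and 9 genes, and an absolute log2 fold change of at least 1 left 174 in HCC1806, by construction. With library size only 30 genes were shared. EIF2AK2 in MDA-MB-468, -0.0032 in the shared model, was 0.0022 with DESeq2, 2.0e-04 with RLE factors, 0.0037 with the mean of at least 50 counts and 0.045 with library size only. With library size only the medians of the ER chaperone list were 0.041 in HCC1806 and 0.038 in MDA-MB-468, and those of the interferon-stimulated and p53 lists in MDA-MB-468 0.022 and 0.035; 81.6% of changed genes in HCC1806 then rose, against 46.7%, as the median of all genes moved from 0.01 to 0.13. None of these medians passed in either setting.

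GC and length correction turned the p53 median in MDA-MB-468 to 0.024 and brought the proliferation list there past the threshold (-0.075, adjusted p-value 0.0246; from 0.00948 to 0.756 over the alternatives). Under an estimated correlation the interferon-stimulated (0.078), proliferation (-0.39) and immediate early (0.76) lists in HCC1806 and the immediate early list in MDA-MB-468 (0.076) no longer passed. Under fry the interferon-stimulated list in HCC1806 (0.078) and the immediate early list in MDA-MB-468 (0.076) did not. The integrated stress response and NF-kappaB lists in both lines and the p53 list in HCC1806 kept direction and threshold in all 11 alternatives and all 12 fits without 1 library. EIF2AK2 in HCC1806 was past the threshold in 5 of 10 alternatives, among them no filter (adjusted p-value 0.0283) and GC and length correction (0.0135). PRKRA fell past the threshold in HCC1806, and had a negative value that did not pass in MDA-MB-468, in 10 alternatives and 12 such fits; the latter ranged from -1.13 to -1.03 in HCC1806 and from -0.26 to -0.14 in MDA-MB-468.

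Replicate numbers are shared by the groups, and whether they pair libraries depended on the genes used. Deviations of same-numbered control and depleted libraries from their group means correlated with r of 0.231, 0.137 and 0.0771 in HCC1806 and 0.0284, 0.0156 and 0.0240 in MDA-MB-468 over all tested genes. Over genes with a mean of at least 50 counts they were 0.479, 0.294, 0.152, 0.116, 0.0750 and 0.106, and over genes with a line mean log2 CPM over 3 they were 0.614, 0.437, 0.189, 0.406, 0.157 and 0.343. The gene set had not been fixed beforehand; all tested genes, the set of the test, were chosen after these values were seen, and the numbers were not taken as pairs. Control 2 and depleted 3 of HCC1806 correlated too (0.143, 0.351 and 0.517). With the replicate block 1947, 102, 41 and 271 genes passed (671 of the 672 and all 46, 17 and 33 kept), as did EIF2AK2 and PDIA6 in HCC1806 (adjusted p-values 0.0194 and 0.00141) and KLF4 in MDA-MB-468 (0.0147), which did not pass without it. No other named gene changed its call with the block. The counts were 2320, 127, 52 and 346 with block and GC and length correction. In the latter the p53 median in MDA-MB-468 was 0.022 and the proliferation list there passed (-0.077, adjusted p-value 0.00948).

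Across the 12 fits that each left out 1 library, the counts ranged from 301 (without HCC1806 control 1) to 1792 (without HCC1806 depleted 1), from 19 (without MDA-MB-468 depleted 3) to 98, from 8 (without MDA-MB-468 control 3) to 38, and from 9 (without MDA-MB-468 depleted 1) to 168. The 3 upper values came without HCC1806 depleted 1 as well. r ranged from 0.0364 to 0.0580, EIF2AK2 in MDA-MB-468 from -0.070 to 0.047. The medians ranged from -0.017 to 0.18 (interferon-stimulated) and -0.28 to 0.049 (ER chaperone) in HCC1806. In MDA-MB-468 they ranged from -0.078 to 0.035 (interferon-stimulated), -0.038 to 0.022 (ER chaperone), -0.050 to 0.081 (p53), -0.12 to -0.023 (proliferation) and 0.010 to 0.15 (immediate early). Named results in these fits were the same 680 times, weaker 131, stronger 8 and reversed 9 times, the last all EIF2AK2 in MDA-MB-468.

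Depth limits genes near the floor. SLC5A1 and ZNF300 in HCC1806 controls had at most 3 counts per library, so their folds are lower bounds.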

Other observations

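Tests of the spread, the library depth, the features in both lines and the unspliced RNA were chosen only after the results were seen. So were most tests of the chromosome 2 segment. The removal of GC and length trends was also added after the data had been seen. The segment itself, the NRF2 list and the share of noncoding features were noticed in these data and then tested on them. Each is thus a hypothesis.

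More genes passed in HCC1806 than in MDA-MB-468 in the shared model. Depth is argued against: the deepest HCC1806 library held 24.7 M counts (M, mega), fewer than the shallowest of MDA-MB-468. A larger spread in MDA-MB-468 is argued against by its biological coefficient of variation of 0.0936 alone, against 0.204 in HCC1806. GC and length bias is argued against by 2320 genes in HCC1806 against 127 in MDA-MB-468 with the trends removed in a fit with the replicate block. The shared spread may be the cause of the order: with each line alone 74 genes passed in HCC1806 and 323 in MDA-MB-468. The order in the shared model is thus no evidence of a larger response in HCC1806.

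Within each line 3 libraries against 3 allow 10 groupings, so no share under 10% can be reached. In HCC1806 1 of the 10, the real one, gave as many genes; the next gave 542 and set control replicates 1 and 3 with depleted replicate 1 against the rest. In MDA-MB-468 1 of 10 did, and the other groupings gave 0 genes. For the shared genes 1 of the 100 drawn of 200 groupings gave as many as 17, the real one, and the others gave 0. With HCC1806 kept, the other MDA-MB-468 groupings gave 0 genes, which leaves none to share. The shared test thus adds little to those within each line and does not settle whether the overlap arose by chance. The 358 genes that fell in HCC1806 kept sign and threshold in 358 cases with the GC and length trends removed in the fit with the replicate block and in 346 with the correction alone. Their median was -0.53, -0.52 and -0.52 in the 3 fits, which argues against these trends as the whole cause.

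Genes around PRKRA on chromosome 2 were lower in HCC1806, with a median of -0.30 over 110 genes between 170 and 200 Mb. A run of falling genes by chance is argued against: of 12128 windows of as many genes on other chromosomes 0 were as low, and the lowest was -0.16. A single depleted library is argued against by medians of -0.31 to -0.22 in the 3 libraries, GC and length bias by a median of -0.27 after the correction in the fit with the replicate block, and a few strong genes by the 79.1% of genes with negative values. The same change in MDA-MB-468 is argued against by its median of 0.042 there; the difference between the lines was not tested for the segment. A candidate explanation is loss of 1 copy of this segment in part of the depleted HCC1806 cells, around the site cut by Cas9. It was not tested on DNA, and a difference between the cell populations that predates the guides cannot be told apart from it, since 0 libraries were made before the guides. Part of the falls of PRKRA and CAVIN2, which lie in the segment, could come from such a loss.

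NQO1 (-0.85), AKR1C2 (-0.91), AKR1C3 (-0.94) and ALDH3A1 (-1.03), genes of the oxidative stress response under NRF2, were seen to fall in HCC1806. A list of 25 other NRF2 targets had a median of -0.52 there; 23 of 25 fell, 11 past the threshold, while HMOX1 rose by 1.25. Its camera p-value was 6.5e-11, 6.8e-04 with fry and 0.0184 with an estimated correlation, but 0.0583 with the latter in the fit with the replicate block and GC and length correction. SLC7A11 is also on the integrated stress response list. AKR1C1 (-0.57), of the same gene family as AKR1C2 and AKR1C3, is among the 25. Reads shared within this family were not examined, so its members are uncertain and AKR1C1 is not fully independent of the genes first seen. A general fall of abundant transcripts is argued against, since 10000 random lists matched on expression had a median of -0.089 and none reached the list, the lowest being -0.35. GC and length bias is argued against by a median of -0.48 with the trends removed. In MDA-MB-468 the median was -0.033 (camera p-value 0.227), which does not settle whether the list fell there too; 19 of 25 had negative values. The difference between the lines passed under camera (7.7e-08), fry (0.0108) and the estimated correlation (0.0413), the last not in the fit with the replicate block (0.0970). Lower NRF2 activity in depleted HCC1806 cells is a candidate explanation. NFE2L2, the gene of NRF2, lies 1.04 Mb from PRKRA in the segment and changed by -0.27 (SE 0.12, adjusted p-value 0.294), so whether a lower dose of it contributes cannot be told apart.

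Antisense, intronic, lincRNA and pseudogene features took 4.38 ± 0.164% of nuclear counts in HCC1806 controls and 4.85 ± 0.319% in depleted libraries (SD, n = 3 each), with overlapping ranges. Relative to coding counts the ratio of the means was 1.11. Whether the share rose in MDA-MB-468 too cannot be told apart from no rise: the ratio was 1.00, but the 3 depleted libraries ranged from 0.897 to 1.13 times the control mean, which includes 1.11. Genomic DNA may be the source. Olfactory receptor genes, taken as not transcribed in these cells, had 1.35 times as many counts relative to coding counts in the depleted libraries (66.6 to 93.6 against 50.5 to 66.4 parts-per-million), although the labels state a DNase treatment. More unspliced RNA cannot be told apart from this: sense-intronic features rose by a ratio of 1.17, but so did the olfactory receptor genes. Whether this share relates to PACT was not tested beyond these ratios. Small rises of antisense and intronic genes in HCC1806 could reflect it. The lines also differed before depletion: olfactory receptor genes had 59.9 parts-per-million of coding counts in HCC1806 controls and 6.32 in MDA-MB-468 controls. That difference goes with the line and cannot be separated from it in the interaction. It may also bear on HCC1806 genes with few counts.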
